A study of Mus musculus with 10 samples.

How the data were processed

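RNA was extracted from frozen neocortex of CD1 wild-type mice at E12.5, E14, E15.5, E17 and P0, with 2 libraries per stage. Per the labels' protocols, tissue was pulverised at low temperature in a buffer with detergent, the lysate was cleared by centrifugation, RNA was extracted with TRIzol LS, and stranded libraries of polyadenylated RNA were made with the TruSeq Stranded mRNA kit. RNA that went with the pellet would have been lost before extraction. Per the file headers, the deposited values are TPM, 1 column per library, with a gene identifier, a gene name and a protein category. TPM are read counts divided by a length for each gene and scaled to the same total in each library. The aligner, the counter, the genome build, the annotation, the length used for each gene and the rule by which the 6147 rows were chosen are not given in the sources used here. Because the values are shares of a total, a rise of abundant genes lowers all others.

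Stages were taken from the developmental stage in the labels, and each column was matched to its library by name; 0 columns of values were left without a sample. Replicate numbers came from the titles of the libraries. The labels give no batch, litter or sex.

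Values were analysed as log2(TPM + 1) after genes with a mean under 1 TPM over the 10 libraries were left out (99 genes), which left 6048. TPM are not counts, so no count model was used. The main test was limma 3.58.1 in R 4.3.3, with 1 mean per stage over all 10 libraries, so that the 5 stages shared one estimate of the spread with 5 residual degrees of freedom, and with empirical Bayes moderation that let the variance depend on the mean. With 2 libraries per stage, precision rests on this sharing; the median SE of a difference between stages was 0.107 on the log2 scale. P values were adjusted by the Benjamini-Hochberg method and called under 0.05. A fold change is on the log2(TPM + 1) scale and understates the change of genes with low values. Gene lists were tested with limma's camera with a correlation between genes of 0.01, adjusted over 12 lists and 5 comparisons, 60 tests in all. Single values per library were tested with an exact permutation test of the F statistic over all ways to split the 10 libraries into 5 pairs; a comparison of 2 libraries with 2 cannot give an exact p below 0.333.

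The design, 22 gene lists and the rule for named genes were written before the data were examined. The rule named, for each pair of neighbouring stages, the 2 genes with the largest rise and the 2 with the largest fall, and for E12.5 against P0 the 5 of each, among genes with an adjusted p under 0.05, a mean of at least 10 TPM and libraries that did not overlap, leaving out names that begin with Gm or LOC or end in Rik. It also named Pa2g4, the genes with the highest and lowest change in each list, members of a list where the list is discussed, and the gene with the highest mean. The single genes of the interneuron list are not reported here. Of the lists, 13 were to be tested; microglia, vascular, meningeal, choroid plexus, globin, other erythroid, X inactivation and Y chromosome genes were kept for checks. The table holds only part of some lists, and no definitive globin or X inactivation gene (0 rows each).

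Positions, coding lengths, transcript lengths and GC content were taken from GENCODE release M21 for GRCm38, by gene identifier, for 6146 of 6147 genes. This annotation was chosen here and may differ from that of the authors. Overlaps between genes were computed with bedtools 2.31.1, and tables and figures with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

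The tests were tried on simulated tables of the 6048 genes with the means of the real ones. Values were drawn independently for each gene, with 1 spread per gene, fitted to the real data, at all stages. The real stages differ in spread and the genes of a list can be correlated. The gene and list rates below therefore need not hold for the real data. Of 200 genes changed by 1 on the log2 scale, 200 were recovered in each of the 5 comparisons. Of 200 changed by 0.5, between 152 and 162 were recovered, and false calls made up between 1.96% and 8.68% of calls over all sizes. A list of 64 genes shifted by -0.3 at P0 was called in 20 of 20 runs, and an unshifted list in 0 of 20. The permutation test gave a p under 0.05 for 65 of 1000 unchanged values and for 1000 of 1000 changed ones. The first version had 40 runs, of which 5 unchanged values were called; because that was high, the runs were raised to 200 (17 called) and then to 1000 on the same random draws, and the limit at which the script stops was lowered from 0.2 to 0.1. A larger check added after these counts gave 5.16% under 0.05 in 20000 unchanged values.

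Alternatives were pseudocounts of 0.1 and 10 TPM, no filter and a minimum mean of 5 TPM, quantile normalization, median-of-ratios scaling, rescaling over the listed genes without globins, no variance trend, robust moderation, array weights per library, only the 4 libraries of the 2 stages compared, the replicate number as a block, an adjusted p under 0.01, a minimum log2 change of 1, fry and camera with an estimated correlation, means in place of medians, and leaving out each library in turn. A library left alone in its stage is then assumed to vary like the others. A correction of each library for coding length and GC content by splines, the use of the authors' ribosomal categories, and the alternatives of the changes between neighbouring stages in the ribosomal protein list and in Pa2g4 were chosen after seeing the data.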

Results

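Polyadenylated RNA from the neocortex of CD1 wild-type mice was sequenced at 5 developmental stages: the embryonic stages E12.5, E14, E15.5 and E17, named by the day of gestation, and the day of birth (P0). CD1 is an outbred laboratory strain. The neocortex is the layered outer part of the forebrain, where over this period progenitor cells divide, new neurons settle in layers and glia begin to form. Each stage had 2 libraries, 10 in all. The deposited table gave TPM, the share of each gene's transcripts among all transcripts on a fixed total, for 6147 genes, with a category for ribosomal proteins of the large (Rpl) and small (Rps) subunit, for translation-associated genes and for Ebp1, the protein of the gene Pa2g4. The listed genes summed to between 68.9% and 71.7% of all TPM per library, so the values had been scaled over more genes than are listed. TPM are not read counts, and the number of reads per library is not given in the sources used here. Between 5990 and 6036 genes were at 1 TPM or more in each library.

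Replicates were first compared with one another on log2(TPM + 1) over the 6048 genes with a mean of at least 1 TPM. Pearson correlations across genes between the 2 libraries of a stage were 0.9986 at E12.5, 0.9982 at E14, 0.9989 at E15.5, 0.9891 at E17 and 0.9959 at P0; genes are not independent replicates. The SD of the difference between replicates was 0.285 on the log2 scale at E17 and between 0.088 and 0.176 at the other stages. At the full precision of the table, no gene above 0 had exactly the same value in both libraries of a stage. Principal component 1 held 87.0% of the variance and ordered the stages by age, with mean scores of -48.6 at E12.5, -34.2 at E14, 11.02 at E15.5, 25.6 at E17 and 46.2 at P0. Component 2, with 6.23%, mainly set P0 (-14.86 and -12.81) apart from E15.5 (8.84 and 8.32) and E17, where replicate 1 lay at 18.04 and replicate 2 at 4.44.

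**Figure D1:**
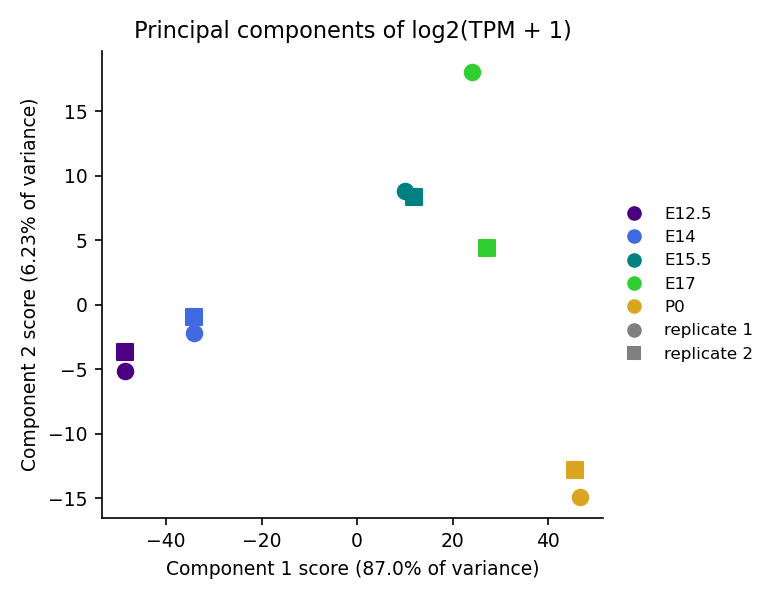
Scores of the 10 libraries on principal components 1 and 2 of log2(TPM + 1) over 6048 genes, coloured by stage, with circles for replicate 1 and squares for replicate 2. The libraries run from E12.5 at -48.6 to P0 at 46.2 on component 1, with the E17 replicates at 18.04 and 4.44 on component 2.

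The first question was how much of the listed transcriptome changed over this period. In limma's moderated F test over the 5 stages, 5014 of 6048 genes (82.9%) had a Benjamini-Hochberg adjusted p under 0.05. The alternative that moved this count most was an adjusted p under 0.01, which left 4297 genes.

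Neighbouring stages and the first and last stage were then compared. Between E12.5 and E14, 239 genes were higher at the later stage and 289 lower, 528 in all. Between E14 and E15.5, 1113 were higher and 2015 lower (3128). Between E15.5 and E17, 871 were higher and 643 lower (1514), and between E17 and P0, 781 were higher and 1744 lower (2525). Between E12.5 and P0, 1641 were higher and 3087 lower (4728), of which 672 and 1210 changed by at least 1 on the log2 scale. The step from E14 to E15.5 had the most genes of the 4 neighbouring steps under each of 25 alternatives. The step from E12.5 to E14 had the fewest under 23 of them, but with array weights per library it had 2411 genes against 758 from E15.5 to E17, and with only the 4 libraries of each pair in the fit 2479 against 120.

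The number of genes between E12.5 and E14 rested on single libraries. It was 65 without E12.5 replicate 1, 83 without E12.5 replicate 2, 92 without E14 replicate 1, 103 without E14 replicate 2, 300 without E15.5 replicate 1 and 300 without E15.5 replicate 2. Because all libraries share one estimate of the spread, it was 1769 without E17 replicate 1 and 1765 without E17 replicate 2. From E15.5 to E17 it was 466 without E15.5 replicate 1, 515 without E15.5 replicate 2 and 3164 without E17 replicate 2. From E17 to P0 it was 1641 without P0 replicate 1. No single library moved the other 3 counts by more than 1.5 times.

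The balance of higher and lower genes depended on the scaling and, at some steps, on single libraries. On TPM as deposited, the median of all genes fell by 0.27 on the log2 scale from E12.5 to P0. Median-of-ratios scaling, which sets the median near 0, gave 2293 higher and 2282 lower genes, so 50.1% of calls were higher against 34.7% on TPM as deposited; quantile normalization gave 2214 and 2419 (47.8%). From E14 to E15.5 the share higher was 35.6% as deposited, 50.2% under median-of-ratios scaling (1573 higher, 1558 lower) and 49.0% under quantile normalization (1566 and 1628). From E17 to P0 these shares were 30.9%, 48.4% (1287 and 1370) and 51.2% (1254 and 1195), and without E17 replicate 1 the share was 41.5% (1061 and 1493). Other alternatives lowered the share from E17 to P0, to 24% with array weights (275 and 870) and 26.3% with only 4 libraries in the fit (296 and 830). It was 18.4% with a minimum log2 change of 1 (41 and 182), and was also lower without E17 replicate 2. From E12.5 to E14 the share was 45.3% as deposited and 58.7% under median-of-ratios scaling (432 and 304). It ran from 78.3% to 86.2% without any one E12.5 or E14 library, with 56 higher and 9 lower genes without E12.5 replicate 1, and was 35.0% with array weights (845 and 1566), so this step has no stable balance. From E15.5 to E17 the share was 57.5% as deposited, 48.6% under quantile normalization (913 and 967) and 41.1% without E17 replicate 1 (736 and 1056), against 66.9% without E17 replicate 2 (2118 and 1046), 66.5% with array weights (504 and 254), 64.1% when rescaled without globins and 76.7% with only 4 libraries in the fit (92 and 28).

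**Figure D2:**
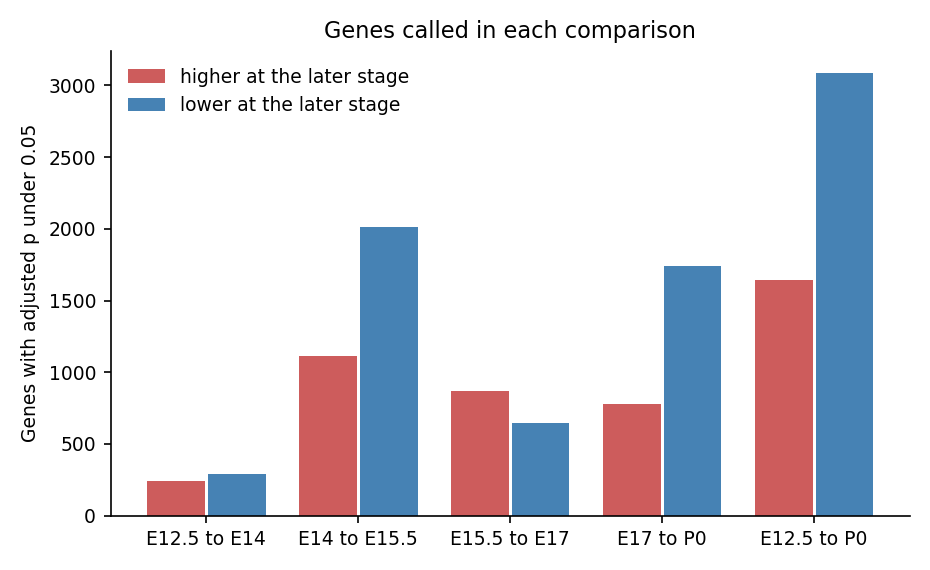
Number of genes with an adjusted p under 0.05 that were higher (red) or lower (blue) at the later stage of each comparison, on TPM as deposited. The step from E14 to E15.5 had 1113 higher and 2015 lower genes, and E12.5 to P0 had 1641 and 3087.

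The genes with the largest changes were named by a rule fixed before the data were examined. Changes are given on the log2(TPM + 1) scale, which understates the change of genes with low values, with standard errors (SE) and adjusted p from limma. From E12.5 to E14 the largest rises were those of Ttr (2.0, SE 0.21, adjusted p 0.000437) and Sla (1.81, SE 0.09, adjusted p 1.36e-06), and the largest falls those of Hbb-bh1 (-1.57) and Hmga2 (-1.55). From E14 to E15.5 Dync1i1 (2.89, SE 0.10, adjusted p 4.18e-09) and Sla (2.83) rose most. Ttr fell by 8.23 (SE 0.21, adjusted p 8.62e-10), from 1435 ± 79.6 to 3.78 ± 0.50 TPM (SD, n = 2 each), and Hbb-y fell by 7.66 (SE 0.36, adjusted p 4.43e-08), from 1907 to 8.47 TPM. From E15.5 to E17 Pfkp (1.66, SE 0.23, adjusted p 0.00085) and Slc6a11 (1.64) rose, and Hmga2 (-1.40, SE 0.22, adjusted p 0.00146) and Grb10 (-1.07) fell. With only the E15.5 and E17 libraries in the fit, the adjusted p of Pfkp was 0.0582 and that of Hmga2 0.0782. From E17 to P0 Vsnl1 (2.13, SE 0.12, adjusted p 1.06e-06) and Gda (2.04) rose, and Eomes (-2.59, SE 0.11, adjusted p 2.54e-07) and Celsr1 (-2.26) fell.

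From E12.5 to P0 the largest rises were in Vsnl1 (6.11), Gda (5.66), Adap1 (5.30), Necab1 (5.28) and Sla (5.02). Vsnl1 rose from 1.33 to 160.0 TPM, on the reverse strand of chromosome 12 from 11325242 to 11436613 in GRCm38. The largest falls were those of Hbb-y (-10.46), Hmga2 (-7.19), Ttr (-6.29) and Crabp2 (-5.47), and of Hbb-bh1, which was at 55.6 TPM at E12.5 and is listed at 0 in both P0 libraries. The adjusted p of these genes lay between 1.64e-11 and 2.31e-10, and each kept its direction without any one E12.5 or P0 library. Hbb-y and Hbb-bh1 encode embryonic globins. Reads shared with other globin genes could have been split by the counting, which was not tested. The gene with the highest mean was Tmsb4x, at 11990 TPM at E12.5 and 14350 TPM at P0, a change of 0.26 (SE 0.18, adjusted p 0.215) that was not called; its sign turned to -0.08 after a correction for coding length and GC content that was chosen after seeing the data.

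Pa2g4, on the reverse strand of chromosome 10 from 128557766 to 128565987 in GRCm38, was the gene that the authors gave a category of its own. Its abundance was 252 ± 4.90 TPM (SD, n = 2) at E12.5, 207 ± 3.30 at E14, 160 ± 3.55 at E15.5, 128 ± 9.25 at E17 and 129 ± 8.13 at P0. From E12.5 to P0 it fell by 0.96 on the log2 scale (SE 0.08, adjusted p 3.78e-07 in limma), and both P0 libraries lay below both E12.5 libraries. The fall passed the threshold in each of 14 alternatives, between -1.02 and -0.68; the smallest came with median-of-ratios scaling. By step, the change was -0.28 from E12.5 to E14 (adjusted p 0.0491), -0.37 from E14 to E15.5 (0.00195), -0.32 from E15.5 to E17 (0.0133) and 0.01 from E17 to P0 (0.899). The step from E12.5 to E14 lost its call under 10 of 14 alternatives, with adjusted p of up to 0.293; among them were those without E12.5 replicate 1 (0.206), without E12.5 replicate 2 (0.293), without E14 replicate 1 (0.207) and without E14 replicate 2 (0.270). The step from E15.5 to E17 lost its call without E15.5 replicate 1 (0.115) and without E15.5 replicate 2 (0.076).

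The ribosomal proteins form the protein part of the ribosome, to which Ebp1 binds. Of a list of 80 cytosolic ribosomal protein genes fixed before the data were examined, 65 were in the table and 64 were tested. Many of them have processed pseudogenes, so reads may have been split by the counting, which is not described in the sources used here. They held 8.94% ± 0.042 of all TPM at E12.5 (SD, n = 2), 9.58% ± 0.063 at E14, 8.70% ± 0.069 at E15.5, 7.14% ± 1.61 at E17 and 7.25% ± 0.253 at P0. The E17 libraries were at 6.0% and 8.27%. An exact permutation test of the F statistic over all ways to pair the 10 libraries gave p = 0.0815 (adjusted 0.124 over 4 quantities), where the smallest p possible is 0.00106. The difference between P0 and E12.5 was -1.69 percentage points of all TPM. As a share of the listed genes without globins, which is a smaller total, it was -2.20 percentage points. Because the totals differ, these values do not show that leaving out globins enlarged the fall.

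Gene by gene, the median change of the ribosomal protein list from E12.5 to P0 was -0.33, with 60 of 64 genes lower and 35 called lower over all genes (32 adjusted over the list alone). Against the median of all genes the list differed by only -0.05, and under median-of-ratios scaling 25 of 64 genes were higher, with a median of -0.05. limma's camera test, which compares a list with all other genes, gave an adjusted p of 0.125 over 60 tests, so the list was not called. It was called under quantile normalization (-0.35, adjusted p 0.000275) and after the correction for length and GC content (-0.51, adjusted p 0.00424); over the alternatives the adjusted p ranged from 0.000275 to 0.835. Rpl13a fell most (-1.26, SE 0.09, adjusted p 9.4e-08), from 83.2 TPM at E12.5 to 34.3 TPM at P0. It had the lowest TPM of the tested genes of the list. Whether reads of Rpl13a were lost or split by the counting was not tested. Rpl38 had the highest value (0.44, SE 0.20, adjusted p 0.0702), which became -0.23 after the correction for length and GC content.

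Between neighbouring stages the median change of this list was 0.08 from E12.5 to E14 (56 of 64 genes higher, camera adjusted p 0.00069), -0.15 from E14 to E15.5 (56 lower, 0.567), -0.30 from E15.5 to E17 (64 lower, 2.71e-10) and 0.01 from E17 to P0 (37 higher, 0.138). The last 2 depended on E17 replicate 1. Without it the change from E15.5 to E17 was -0.07 (adjusted p 0.281) and that from E17 to P0 -0.20 (1.51e-05); without E17 replicate 2 they were -0.50 (1.63e-30) and 0.21 (2.8e-12). The change from E17 to P0 also turned to -0.03 without P0 replicate 1, and was called at 0.06 without P0 replicate 2. The rise from E12.5 to E14 turned to -0.02 after the correction for length and GC content. Neither call between neighbouring stages held under fry or under an estimated correlation.

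Pa2g4 was also set against the ribosomal proteins within each library. Its log2(TPM + 1) minus the median of the 64 ribosomal protein genes was -2.34 ± 0.06 at E12.5 (SD, n = 2), -2.74 ± 0.01 at E14, -3.03 ± 0.06 at E15.5, -3.09 ± 0.19 at E17 and -3.08 ± 0.15 at P0. The difference between P0 and E12.5 was -0.74, and the exact permutation test over all pairings gave p = 0.0201 (adjusted 0.0804 over 4 quantities). The raw p stayed between 0.0159 and 0.037 over 8 alternatives, with differences between -0.85 and -0.62. It was not adjusted in the alternatives, and the adjusted p of 0.0804 did not pass the threshold.

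**Figure D3:**
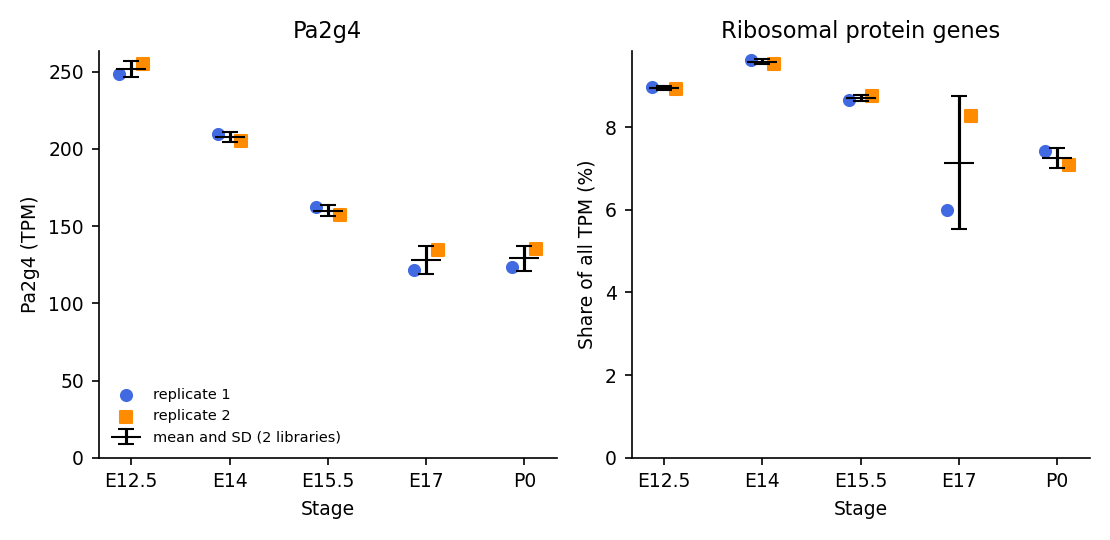
Left, Pa2g4 in TPM, and right, the share of all TPM held by 65 ribosomal protein genes in percent, for each library by stage, with circles for replicate 1, squares for replicate 2 and black bars for the mean and SD of 2 libraries. Pa2g4 runs from 252 TPM at E12.5 to 129 TPM at P0, and the E17 libraries lie at 6.0% and 8.27% in the right panel.

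A further 3 lists of the translation machinery were fixed in the same way. Of 20 factors that act on the nascent chain at the tunnel exit of the large subunit, Pa2g4 among them, 16 were lower at P0 than at E12.5, with a median change of -0.45 and 14 called (14 adjusted over the list alone). Under median-of-ratios scaling the median was -0.19 with 6 of 20 genes higher, and under quantile normalization -0.18. The camera test did not call the list (adjusted p 0.21), whereas fry did (0.000543). Sec61a1 fell most (-1.12, adjusted p 4.11e-06) and Metap1 had the highest value (0.16, adjusted p 0.107). Of 35 initiation and elongation factors, 25 were lower, with a median of -0.39 and 23 called (23 adjusted over the list alone), 20 of them lower (camera adjusted p 0.428). Under median-of-ratios scaling the median was -0.12 with 15 of 35 genes higher. Eif4g1 fell most (-1.34, adjusted p 2.84e-06) and Eef1a2 rose most (3.31, SE 0.08, adjusted p 3.22e-11), from 13.3 to 141.6 TPM. Of 29 ribosome biogenesis factors, 26 were lower, with a median of -0.45, and 20 were called (20 adjusted over the list alone; camera adjusted p 0.0325). This call was lost under median-of-ratios scaling (median -0.19, adjusted p 0.113), quantile normalization (-0.18, 0.139) and array weights (0.0786). Dkc1 fell most (-1.56, adjusted p 1.38e-08) and Nop16 was at 0.08 (adjusted p 0.445), with a sign that turned to -0.14 after the correction for length and GC content.

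Lists of genes that mark progenitors, neurons and glia were compared between E12.5 and P0 in the same way. All 19 tested proliferation genes were lower at P0, each called over all genes and 19 adjusted over the list alone, with a median of -3.86 (camera adjusted p 7.47e-09); Bub1b fell most (-4.41) and Mcm7 least (-1.77). Of 11 radial glia genes, 9 were lower, with a median of -2.78 (adjusted p 0.0156) and 10 called (10 adjusted over the list alone). Hmga2 fell most, and Fabp7 rose by 0.94 (SE 0.15, adjusted p 0.000114). Only 3 of 8 intermediate progenitor genes were in the table. All were lower and called, 3 also adjusted over the list alone, with a median of -1.70 that camera did not call (adjusted p 0.0882), from Eomes (-4.19) to Elavl4 (-0.63).

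All 19 synapse and neuronal maturation genes were higher at P0 and called, 19 also adjusted over the list alone, with a median of 2.45 (camera adjusted p 6.42e-12), from Homer1 (0.80) to Camk2b (4.45). Of 4 upper layer genes in the table, 3 were higher, with a median of 1.88 (adjusted p 0.0371) and 4 called, 4 also adjusted over the list alone; Mef2c rose by 4.38 and Cux1 fell by 0.61. The upper layer call was lost under quantile normalization (adjusted p 0.106) and median-of-ratios scaling (0.0907). The 5 deep layer genes went both ways, all 5 called and 5 adjusted over the list alone. Their median was -0.62, their mean was 0.11 and camera gave the direction as up (adjusted p 0.694), from Sox5 (-1.0) to Crym (1.95). Of 7 astrocyte genes, 6 were higher, with a median of 1.10 (adjusted p 0.00333) and 7 called, 7 also adjusted over the list alone; Gfap rose by 4.58, from 0.155 to 26.6 TPM, and Aldoc fell by 1.09. Of 11 interneuron genes 2 were tested, and the list, with a median of 0.84, was not called (camera adjusted p 0.403). Of 10 oligodendrocyte genes 1 was tested, so the list had no test. Of the 12 lists tested, camera called 6 from E12.5 to P0. All 6 held under fry, which called 3 more, and 0 were called with a correlation estimated from the data.

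**Figure D4:**
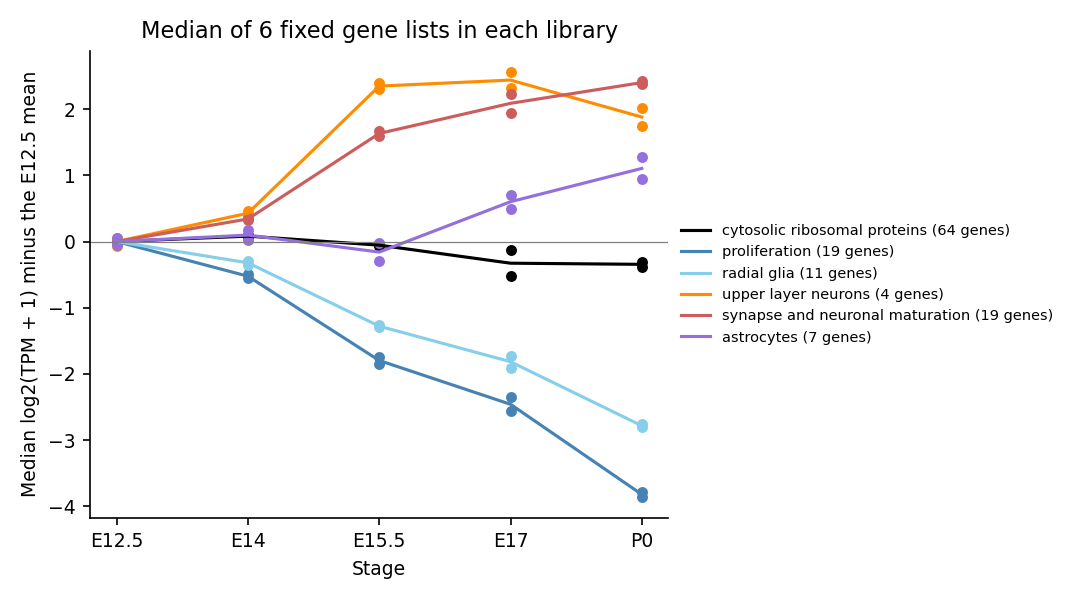
Median over each of 6 fixed gene lists of log2(TPM + 1) minus the gene's mean at E12.5, by stage; points are libraries, lines join the means of the 2 libraries. At P0 the proliferation genes lie at -3.79 and -3.85 and the synapse genes at 2.43 and 2.37.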

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

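The correction for coding length and GC content, the use of the authors' ribosomal categories, and each alternative for the neighbouring steps of the ribosomal protein list and of Pa2g4, were chosen after seeing the data; the other alternatives were fixed before the data were examined.

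The count over the 5 stages stayed within 1.5 times of 5014 under each of 23 alternatives, between 4297 and 5711. A stricter threshold lowers counts by construction: at an adjusted p under 0.01 there were 152 genes from E12.5 to E14, 633 from E15.5 to E17 and 1422 from E17 to P0, and with a minimum log2 change of 1 there were 11, 586, 54 and 223 for the 4 steps and 1882 from E12.5 to P0. Array weights per library, which let libraries differ in spread, gave 2411 genes from E12.5 to E14, 758 from E15.5 to E17 and 1145 from E17 to P0. With only the 4 libraries of the 2 stages in the fit these were 2479, 120 and 1126. The E17 replicates had the largest SD of their difference (0.285), and the lowest array weights (0.182). The change of each gene was the same in these fits as in the fit of all libraries (0 of 6048 moved), so the counts moved through the estimate of the spread and its degrees of freedom; why E17 varied more was not settled. From E12.5 to E14, quantile normalization gave 899 genes and the length and GC correction 1190; the cause was not tested. Of the 528 genes called as deposited, 511 were called with the same sign after that correction.

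Leaving out 1 library at a time gave between 65 and 1769 genes from E12.5 to E14, between 466 and 3164 from E15.5 to E17, between 1641 and 3767 from E17 to P0, between 2114 and 4016 from E14 to E15.5, between 4218 and 5132 from E12.5 to P0, and between 4546 and 5711 over the 5 stages. The count from E12.5 to E14 was lowest without E12.5 replicate 1 and highest without E17 replicate 1; that from E15.5 to E17 was lowest without E15.5 replicate 1 and highest without E17 replicate 2.

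For the gene lists from E12.5 to P0, camera with an estimated correlation kept the medians and lost every call: ribosome biogenesis (-0.45), proliferation (-3.86), radial glia (-2.78), upper layer (1.88), synapse (2.45) and astrocytes (1.10). This test allows for the correlation among the genes of a list. Under fry, which asks whether a list changed and not whether it changed more than other genes, the tunnel exit (-0.45), intermediate progenitor (-1.70) and interneuron (0.84) lists were called in addition. Array weights lost the biogenesis call (-0.45) and added that of intermediate progenitors (-1.70). Quantile normalization lost the biogenesis (-0.18) and upper layer (2.0) calls and median-of-ratios scaling lost the same calls (-0.19 and 2.15). The deep layer list had a mean of 0.11 against a median of -0.62, since its genes go both ways. No list changed its call without any one E12.5 or P0 library.

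The ribosomal protein list from E12.5 to P0 was called under quantile normalization (-0.35) and under the length and GC correction (-0.51); the cause was not tested. From E12.5 to E14 its call was lost under quantile normalization (0.044), fry (0.0842) and an estimated correlation (0.0842), and its sign turned under the length and GC correction (-0.0173). From E14 to E15.5 it was called under quantile normalization (-0.17). From E15.5 to E17 its call was lost under fry (-0.30) and an estimated correlation (-0.30), and without single libraries the median ranged from -0.50 to -0.0726, the latter without E17 replicate 1 and not called. From E17 to P0 its sign turned under quantile normalization (-0.0699), under the length and GC correction (-0.14) and without P0 replicate 1 (-0.0345). It was called without P0 replicate 2 (0.0558), and without either E17 library, with opposite signs, and the median ranged from -0.20 without E17 replicate 1 to 0.21 without E17 replicate 2. With the authors' ribosomal categories in place of the list, no call of the list changed, and the median from E12.5 to P0 was -0.34.

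Pa2g4 from E12.5 to P0, its value relative to the ribosomal proteins and the ribosomal protein share kept their direction and their side of the threshold under each alternative run for them. For the relative value and the share, this refers to the raw p of the permutation test, which was not adjusted in the alternatives. As deposited, the adjusted p of the relative value in that test was 0.0804 and did not pass. From E12.5 to E14, Pa2g4 lost its call under a pseudocount of 0.1 TPM (-0.28), quantile normalization (-0.22), median-of-ratios scaling (-0.22), rescaling without globins (-0.27) and no trend (-0.28), and without each of the 4 libraries (between -0.30 and -0.26). With an adjusted p of 0.0491 as deposited, small shifts suffice. From E15.5 to E17 it lost its call under array weights (-0.32), with only 4 libraries (-0.32) and without each E15.5 library; leaving out 1 library gave between -0.39 and -0.25. From E17 to P0, where it was not called, its sign turned under the length and GC correction (-0.0224), and leaving out 1 library gave between -0.059 and 0.0874.

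For the named genes other than Pa2g4, 682 of 700 alternative values kept direction and call, and 13 gained a call. Among the gains were those of Metap1, Nop16, Rpl38 and Tmsb4x, none of them called as deposited. Pfkp and Hmga2 from E15.5 to E17 lost their call with only 4 libraries in the fit. Rpl38 (-0.23), Nop16 (-0.14) and Tmsb4x (-0.0795) turned sign under the length and GC correction; the cause was not tested.

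The replicate numbers did not pair the libraries: over 10 pairs of stages, the correlation of the difference between replicate 1 and replicate 2 ran from -0.375 to 0.107, and 1 was over 0.1. With the replicate block, 4930 genes differed over the 5 stages and 4676 between E12.5 and P0. The steps had 462, 3004, 1411 and 2371 genes in order of age. Pa2g4 from E12.5 to E14 lost its call (-0.28) and Rpl38 from E12.5 to P0 gained one (0.44).

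Precision is limited by 2 libraries per stage, by TPM given without read counts, and by a table that lists part of the genes over which TPM were scaled.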

Other observations

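The tests of coding length and GC content in E17 replicate 1, of overlapping genes over all low genes and of other pairings were chosen before their result was seen; the other tests in this part were chosen after the values they bear on had been seen.

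The count of 5014 genes over the 5 stages was set against other ways to pair the 10 libraries. Of 100 pairings drawn, the real one included, 1 gave as many genes, and the highest other count was 4443, which argues against a chance pairing of libraries.

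E17 replicate 1 stood apart from E17 replicate 2. All 64 ribosomal protein genes were lower in it, with a median difference of -0.43 on the log2 scale, against medians between -0.02 and 0.10 for the other 4 replicate pairs. Across 6048 genes the difference between the E17 replicates followed coding length (Spearman 0.549) and GC content (0.352); genes are not independent replicates. Differences between the replicates of E12.5, E14 and P0 also followed GC content (-0.528, 0.468 and 0.501), and those of E12.5 and P0 followed coding length (-0.322 and -0.348), so such trends are not particular to E17. A trend on length and GC content, fitted on genes outside the list, explained 42.4% of the variance of the E17 difference, but it left the ribosomal protein median at -0.41 with 63 of 64 genes lower, against medians between -0.0142 and 0.0353 for the other pairs, which argues against that trend as the whole cause. Another age within the range of the series is argued against as well: relative to E12.5 the ribosomal protein median of this library was -0.52, below the lowest of the other libraries (-0.38 in P0 replicate 2) by 0.14, where replicates of the other stages differed by at most 0.0708 in this median, and by at most 0.0988 in the median of the gene differences given above. An exchange with another stage of this series is not supported either, since its highest correlation with a library of another stage was 0.9776 against 0.9891 with E17 replicate 2. Reads estimated as described below were 22.7 M (M for 1000 times 1000) in this library and between 22.3 M and 26.6 M in the others, so a lower depth is an unlikely cause. A difference in RNA quality, in the clearing of the lysate or in library making, and a true difference between animals or litters, stay open and were not tested; the labels give no batch.

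A group of genes of other tissues fell between E14 and E15.5. Of 14 tested genes in 4 lists fixed before the data were examined (9 meningeal, 2 choroid plexus, 2 embryonic globin and 1 endothelial gene), 14 were called lower at E15.5, with a median change of -3.70; of all tested genes, 2015 of 6048 were. These 4 lists were put together after their fall had been seen, so the count describes the pattern more than it tests it. The list medians were -3.22 for meninges, -6.44 for choroid plexus, -5.78 for embryonic globins and -2.22 for the endothelial gene Cdh5. Among the most abundant, Hbb-y fell from 1910 to 8.47 TPM, Ttr from 1440 to 3.78 and Igf2 from 614 to 79.2, and Col3a1 fell from 27.9 to 0.394. At the later stages 5 of the 14 (Igf2, Vtn, Ttr, Cdh5 and Hbb-y) stayed at 1 TPM or more at each stage, so these may be expressed in the neocortex sample as well. The 1 microglial gene in the table, C1qb, moved from 8.07 to 4.79 TPM (-0.641). Of the 2 other erythroid genes (median -0.451), Slc4a1 moved from 2.30 to 0.803 and Bpgm from 75.5 to 74.1; C1qb and Slc4a1 were called lower as well, and Bpgm was not. A candidate explanation is tissue beside the neocortex, such as meninges, choroid plexus and blood, in the E12.5 and E14 samples, for which all 14 genes falling together is what it needs. Steady dilution by the growing neocortex is argued against: the interval from E12.5 to E14 is of the same length, 1.5 days, and the meningeal list fell there by only 0.39 (log2 change -0.39) against -3.22 from E14 to E15.5, while Ttr rose. The embryonic globins did fall at that interval, with a median of -1.38. The test was first set on the step from E15.5 to E17, where the median of the 14 genes was 0.326; it was moved to the meningeal list from E12.5 to E14 after both values had been seen, and both point the same way. A developmental change in these genes within the neocortex was not tested and stays open. The 14 genes summed to 0.415% of all TPM at E14 and 0.00996% at E15.5.

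The step from E14 to E15.5 also had the most genes of all neighbouring steps. Loss of other tissue would raise genes absent from that tissue by a common factor, and genes shared with it by less. The synapse list moved by 1.26 more than the median of all genes on the log2 scale. Such a loss could give this as well, so the value cannot decide whether the loss is the whole cause. The radial glia (median -0.96) and proliferation (-1.285) lists fell at this step, but whether the other tissue expressed these genes was not tested. A larger spread of some stages could reorder counts of calls, but with no test at all 586 genes changed by at least 1 on the log2 scale at this step, against 12, 55 and 224 at the steps from E12.5, E15.5 and E17. A faster change of the neocortex between these stages, or a technical difference between early and late libraries, may both be part of it. Library making was not recorded by batch in the labels, so the latter was not tested.

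Small TPM values came in steps. For 41 genes that stayed under 0.5 TPM, a value times the summed length of all coding bases of the gene was close to a whole multiple of a constant of its library. The constant was found on 21 genes, and of 96 values above 0 of the other 20 genes, 84.4% were whole within 0.05, where chance gives 10%. With the length of all exons it was 8.33%, and with the transcript length 9.38%. This is consistent with whole reads divided by coding length. Under that reading, the listed genes held between 22.3 M and 26.6 M reads per library. If reads in untranslated regions were counted as well, genes with a short coding sequence and a long transcript would have TPM that are too high. Tmsb4x, at a mean of 15750 TPM, has 153 coding bases in a transcript of 864, and Gng2, at 7106 TPM, has 213 in 3826; Gng2 was chosen after its values were seen. At equal coding length, log2 TPM rose with log2 transcript length with a slope of 0.422 (SE 0.029), where counting the whole transcript would give about 1 and counting coding bases only about 0 if abundance itself did not depend on length. At equal transcript length, the slope on log2 coding length in the same fit was -1.14 (SE 0.026). Under the same condition, counting the whole transcript would give a fall here and counting coding bases only about 0. Both slopes lean away from counting coding bases only. Since abundance may depend on length, these readings still cannot be told apart. A fixed length cancels in the change of the same gene between stages. The lengths of all genes can still act through the total to which TPM are scaled.

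Of the 6147 genes, 99 were under a mean of 1 TPM and 17 were listed at 0 in all libraries. Reads lost where another gene lies over the coding bases on the same strand are a candidate explanation for some: 20 of 98 annotated low genes (20.4%) had at least 90% of their coding bases under exons of another gene, against 31 of 6048 tested genes (0.513%). The prediction written beforehand was that most low genes would be overlapped, and it was not met; it was first scored as undecided, and the reading for a part of the genes was added after the result. Ap4b1 (89.8%), Mapkapk5 (88.5%), Rpl24 (83.4%) and Vps25 (78.1%), chosen after their values were seen, lie just under that limit, so overlap stays open for them. The remaining low genes had at most 12.1% of their coding bases overlapped, which argues against it there. Low expression and other causes stay open for them and were not tested. A value of 0 is therefore reported here only as a listed value.

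Among the authors' categories, the 74 tested translation-associated genes, a set chosen for comparison after seeing the data, had a median change of -0.59 from E12.5 to P0, with 66 lower and 61 called (camera adjusted p 0.00288, fry 0.000757). The authors' category Rpl, which also holds Ankrd44, an ankyrin repeat gene named here after its values were seen and not known as a ribosomal protein gene, had a median of -0.35 and the category Rps of -0.33, not called by camera (adjusted p 0.158 and 0.225). The Y-linked genes Ddx3y and Eif2s3y were above 9 TPM in all 10 libraries, from 9.91 to 20.6 TPM and from 10.2 to 42.3 TPM, so each library held RNA of at least 1 male animal. Eif2s3y was higher at P0 than at E12.5 by 1.45 on the log2 scale, and Ddx3y was unchanged (0.00921, adjusted p 0.965); the share of males was not analysed here.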
